A study of Mus musculus with 27 samples. Its data were reported in "Initiation of hepatic stellate cell activation extends into chronic liver disease" (2021).

How the data were processed

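RNA was sequenced from 27 libraries of HSCs of male Balb/c mice, 1 library per column and none pooled, in 7 groups. Per the labels and the methods of the study, the authors checked and trimmed single-end reads with FastQC, aligned them with STAR to GRCm38.p6 and assembled genes with StringTie. The deposited values are the authors' raw counts, whole numbers per Ensembl gene without normalization, and how the assembly was turned into counts is not stated. Versions of these tools, the strand and the annotation release are not stated either. The table holds 53379 genes, of which 16198 had no count in any library. Symbols, positions and gene classes came from GENCODE M21, which holds 53274 of the gene IDs and lacks 105. All columns of values were matched to a library, leaving 0 unmatched. Genes that share reads with a close relative or lie over another gene are uncertain in such counts, which concerns Lyz1 and Lyz2, Gm10800 and Gm10801, 9530026P05Rik, which is annotated as antisense, and Gm29233, which lies over Thbs1. Tuba1c, whose counts ran from 0 to 1258 within chronic 14 d, is uncertain as well.

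Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes passed filterByExpr by group, which left 18758, libraries were scaled by the trimmed mean of M values, and 1 quasi-likelihood model with robust estimates and a mean per group was fitted to all 27 libraries. The 9 comparisons were tests between group means in that model. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a change above 2-fold. The fold changes of genes whose libraries in one group all had 3 counts or fewer were given as bounds against 3 counts. Log2 CPM used a prior count of 2. Principal components and distances between groups used the log2 CPM of the 500 most variable genes. Intervals of shares are Wilson intervals at 95% confidence, and those of shares that follow a cell score are exact Clopper-Pearson intervals.

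Lists were tested with camera in limma, on log2 CPM with voom weights and a preset correlation between genes of 0.01, adjusted over the 72 tests of 8 lists and 9 comparisons. The lists were the fibrogenic and initiatory programs as published by the study and 6 lists of functions, namely quiescence, collagen fibril organisation, collagen breakdown, the unfolded protein response, targets of YAP and TAZ, and proliferation. The tests were repeated with fry and with the correlation estimated from the data. A further 11 lists of cell sources (hepatocyte, pan-macrophage, Kupffer cell, monocyte-derived macrophage, liver sinusoidal endothelial cell, neutrophil, T and NK cell, B cell, dendritic cell, cholangiocyte, and mesothelial cell and portal fibroblast) and 4 technical lists (clock output, clock antiphase, immediate early and sex) served the closing section.

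Groups, comparisons, lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule named 19 genes chosen in advance, all but Mapt named in the text of the study, and in each comparison the 3 genes with the highest and the 3 with the lowest log2 fold change among those called, with a mean log2 CPM of at least 3 and no overlap between the libraries of the 2 groups. Members of the lists could be named in the closing section. The procedure was tested on simulated counts in which 200 genes changed by a log2 fold change of 2. It recovered 124 in chronic 24 h and 122 in acute 24 h libraries, with 1 and 0 false calls. For a list of 50 changed genes camera gave a p of 1.1e-118, and for one of 45 unchanged genes 0.664. The simulated genes varied independently of each other, so these p-values did not test the preset correlation between genes.

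The alternatives fixed in advance were the size factors of DESeq2 in edgeR, library size alone, DESeq2 1.42.0 with its own test, no filter, a filter at a mean of 1 CPM, a fit of only the 2 groups compared, an adjusted p of 0.1, no fold minimum, the replicate number as a block, and each library of the compared groups left out in turn. For the lists these also included fry, the estimated correlation and the omission of genes shared by both programs, and for the distances 2000 or all genes and a prior count of 0.5. Chosen after the data had been seen were depth class as a term, fits within a depth class, a test against a 2-fold minimum, the share of counts in unconfirmed genes as a term, scores of hepatocyte and macrophage genes as terms, and the omission of genes with an isolated zero. Other groupings of the libraries were refitted for each comparison, with all 35 splits or 100 drawn ones. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. No library was left out. Single-cell and cultured-cell data of the study were not used here.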

Results

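RNA of hepatic stellate cells (HSCs), the retinoid-storing mesenchymal cells of the liver, was sequenced in bulk after the cells of male Balb/c mice had been sorted by the ultraviolet fluorescence of their retinoid. Liver injury came from carbon tetrachloride (CCl4), a hepatocyte toxin given at 0.5 µL per g of body weight. The 27 libraries fell into 7 groups. Healthy mice gave 4 libraries. A single injection (acute groups) was followed by collection after 24 h (n = 3), 72 h (n = 4) or 7 d (n = 4). A course of 8 injections over 4 weeks (chronic groups) was followed by collection at 24 h, 72 h or 14 d after the last injection, with 4 libraries each. Values are counts per gene on the GRCm38 mouse genome, with gene positions from the GENCODE M21 annotation.

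The total count per library ranged from 6.31 M to 13.1 M (mean 10.6 M ± 2.45 SD, n = 27). Totals lay between 10.8 M and 12.6 M in healthy, 11.8 M and 12.3 M in acute 24 h, 11.2 M and 12.6 M in acute 72 h, and 11.6 M and 13.1 M in acute 7 d libraries. They lay between 6.95 M and 13 M in chronic 24 h, 6.52 M and 13 M in chronic 72 h, and 6.31 M and 7.44 M in chronic 14 d libraries. The totals formed 2 depth classes with no library between 7.58 M and 10.8 M. The 8 libraries of lower depth were replicates 1 and 2 of chronic 24 h, replicates 1 and 2 of chronic 72 h, and all 4 of chronic 14 d. Between 18807 and 26162 genes had at least 1 count in a library. Within groups, the 39 pairs of replicates had Pearson correlations across genes from 0.902 to 0.96, and their counts differed by 17 to 90.2 times the variance that counting error alone gives. Intervals for shares of genes given here (95%, Wilson) cover counting error only, and genes are not independent of each other.

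The first principal component of the log2 CPM (counts scaled to 1 M per library) of the 500 most variable genes held 24.6% of the variance and the second 12.3%. On the first component, acute 24 h libraries had a mean score of -60.6 ± 5.7 (SD, n = 3). The means of acute 7 d (24.0 ± 4.1, n = 4), chronic 72 h (24.9 ± 3.3, n = 4) and chronic 14 d libraries (23.2 ± 10.6, n = 4) lay at the other end. On the second component, healthy libraries had a mean of -36.3 ± 3.8 (SD, n = 4), chronic 14 d libraries -13.7 ± 2.4 (SD, n = 4) and chronic 24 h libraries 28.0 ± 3.5 (SD, n = 4). The study describes the chronic 72 h and acute 7 d groups as alike, so the distance between libraries of 2 groups over that within the groups was computed for all 21 pairs of groups. This ratio was lowest for chronic 72 h and acute 7 d, at 1.06 (exact permutation test over 35 splits, one-sided p 0.0286, adjusted 0.0286, the smallest value that 35 splits can give, and the one that each of the 21 pairs gave), and next lowest for chronic 72 h and chronic 14 d (1.08). It was 1.37 for healthy and chronic 24 h, and highest for acute 24 h and acute 7 d (1.71). With 2000 instead of 500 most variable genes, the choice that moved it most, the distance ratio chronic 72 h to acute 7 d was 1.10. On component 1, the lower-depth libraries of chronic 24 h scored 3.9 and -3.9 and the higher-depth ones -23.6 and -14.5. Within chronic 72 h the scores were 24.7 and 28.2 against 20.3 and 26.2, so the depth classes overlapped on this component. On component 5, with 3.97% of the variance, the depth classes were apart in both groups. The lower-depth scores were -9.7 and -8.5 against -0.2 and 10.2 in chronic 24 h. In chronic 72 h they were -17.9 and -10.8 against 20.6 and 13.5. Components 3 and 6 also held the classes apart in both groups, while components 1, 2 and 4 did not.

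**Figure D1:**
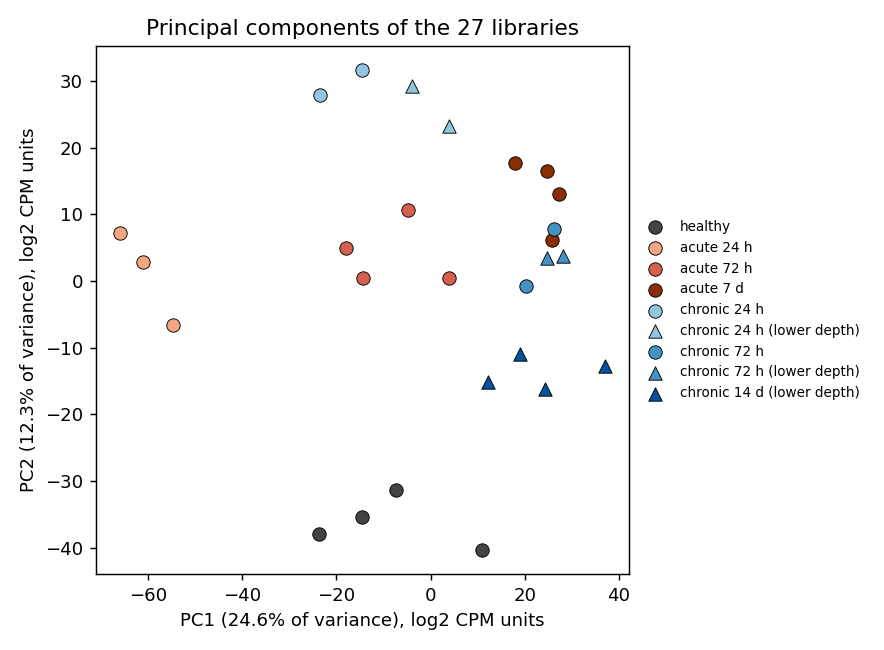
Scores of the 27 libraries on the first and second principal components of log2 CPM (axes in log2 CPM units, with the share of variance), 1 point per library, triangles for the libraries of lower depth. Acute 24 h libraries sit lowest on the first component (mean -60.6) and healthy libraries lowest on the second (mean -36.3).

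Chronic 24 h against healthy asks what 4 weeks of repeated injury changed in HSCs. Of 18758 genes tested with edgeR, the number of genes higher in chronic 24 h than healthy was 2095 and the number of genes lower in chronic 24 h than healthy was 1522, so that 57.9% of the called genes were higher. The alternative that moved the first count most, as a ratio, was a test against a 2-fold minimum, with 925 genes. In the libraries of higher depth alone (4 healthy and 2 chronic 24 h) 1909 genes were higher and 1446 lower, and with depth class as a term 2122 were higher and 1778 lower. Every healthy library had 3 counts or fewer for 210 of the 2095 genes, and every chronic 24 h library for 170 of the 1522, so their folds are lower bounds. Of 200 simulated genes with a log2 fold change of 2, the same procedure recovered 124 (62%) with 1 false call.

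**Figure D2:**
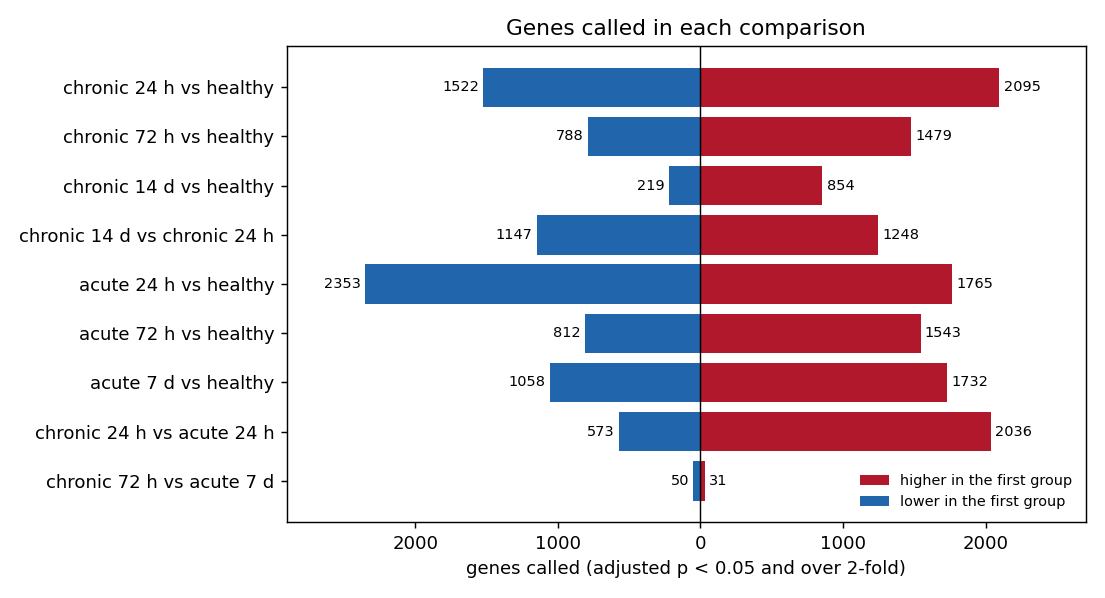
Number of genes called higher (right) and lower (left) in the first group of each of the 9 comparisons, at an adjusted p below 0.05 and a change above 2-fold. The count runs from 81 genes in chronic 72 h against acute 7 d to 4118 in acute 24 h against healthy.

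Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590), the gene of smooth muscle alpha-actin, had a mean of 3.13 ± 2.69 CPM (SD, n = 4) in healthy and 1540 ± 1060 CPM (SD, n = 4) in chronic 24 h libraries, a log2 fold change of 8.94 (SE 0.97, adjusted p 3.28e-07, edgeR). Its healthy mean was 1.86 CPM without healthy replicate 4. Tuba1c (ENSMUSG00000043091, chromosome 15, 99029891 to 99038110) rose from 0.804 ± 0.301 to 349 ± 61.2 CPM (SD, n = 4 each), a log2 fold change of 8.74 (SE 1.26, adjusted p 1.37e-05, edgeR). Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) rose from 1.24 ± 0.849 to 419 ± 406 CPM (SD, n = 4 each), a log2 fold change of 8.38 (SE 1.03, adjusted p 1.76e-06, edgeR), and its chronic 24 h mean was 247 CPM without chronic 24 h replicate 2. The largest falls were in Angptl6 (ENSMUSG00000038742, chromosome 9, 20873808 to 20879727; log2 fold change -5.29, SE 0.39, adjusted p 1.16e-09, edgeR), Egfem1 (ENSMUSG00000063600, chromosome 3, 29082023 to 29691209; -5.28, SE 0.29, adjusted p 1.53e-11, edgeR) and Pcsk6 (ENSMUSG00000030513, chromosome 7, 65861734 to 66050386; -5.00, SE 0.36, adjusted p 6.82e-10, edgeR). The rises and falls of these 6 genes were the largest only among genes that met the naming rule. No healthy library overlapped a chronic 24 h library in any of them.

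A set of 19 genes was chosen in advance, all but Mapt named in the text of the study. In chronic 24 h against healthy 11 of them were called higher and 4 lower. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) rose from 230 ± 74.9 to 5650 ± 1150 CPM (SD, n = 4 each), a log2 fold change of 4.62 (SE 0.39, adjusted p 8.93e-09, edgeR). Lox (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867) rose by a log2 fold change of 6.41 (SE 0.53, adjusted p 6.36e-09, edgeR) and Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) by 7.86 (SE 1.10, adjusted p 9.56e-06, edgeR). The healthy mean of Timp1 was 0.633 ± 0.731 CPM (SD, n = 4), and 0.421 CPM without healthy replicate 2. The 4 genes called lower were Ntm, Mapt, Ngfr and Gfap, with log2 fold changes of -4.58, -4.84, -2.89 and -3.13 (edgeR, adjusted p from 9.68e-11 to 1.45e-05). Klf6, Cdkn1a, Ppara and Dbp were not called. Ctss, with a log2 fold change of 3.56 (adjusted p 1.38e-05, edgeR), fell below the threshold when scores of hepatocyte and macrophage genes were added as terms (0.42, adjusted p 0.393). Ctss is itself in the pan-macrophage list, and its correlation with the macrophage score within groups was 0.94. Its fall with that term therefore cannot tell macrophage RNA from a change in HSCs.

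Chronic 72 h and chronic 14 d libraries were compared with healthy ones to follow recovery after the last injection. Here the number of genes higher in chronic 72 h than healthy was 1479, and the number of genes lower in chronic 72 h than healthy was 788. In the libraries of higher depth alone (4 healthy and 2 chronic 72 h) 1371 genes were higher and 611 lower. Gpnmb (log2 fold change 7.75), Tuba1c (7.45) and Col4a5 (5.89; ENSMUSG00000031274, chromosome X, 141475385 to 141689234) rose most among the genes that met the naming rule, with adjusted p from 1.69e-06 to 0.000126 (edgeR). Col1a1 was still higher than in healthy libraries (4.20, SE 0.38, adjusted p 8.89e-08, edgeR). Acta2 was not called, at 11.2 ± 14.0 CPM (SD, n = 4), which was 4.25 CPM without chronic 72 h replicate 4. Gm10800 (-4.33) and Gm10801 (-4.31), neighbouring genes on chromosome 2 that share sequence, and Egfem1 (-4.30) fell most by that rule (edgeR, adjusted p from 5.25e-10 to 0.00442). Gm10800 had 166 to 1720 CPM in the healthy libraries, with a mean of 747 CPM and of 424 CPM without healthy replicate 2. Mean CPM of Gm10801 in healthy libraries was 122 and, without healthy replicate 2, 71.4.

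At 14 d, the number of genes higher in chronic 14 d than healthy was 854 and the number of genes lower in chronic 14 d than healthy was 219. All chronic 14 d libraries were of lower depth and all healthy libraries of higher depth, so no comparison within a depth class could be made. With depth class as a term, which rests on the other chronic groups, 427 genes were higher and 321 lower. The count of lower genes rested on single libraries, with 106 without chronic 14 d replicate 3 and 438 without healthy replicate 4. Scaling by library size alone shifted the median log2 fold change of all genes by 0.174 and gave 91.2% of called genes higher in place of 79.6%. Gpnmb (log2 fold change 5.08, SE 0.91, adjusted p 0.00105, edgeR), S100a6 (4.27; ENSMUSG00000001025, chromosome 3, 90612882 to 90624181) and Lyz1 (4.18; ENSMUSG00000069515, chromosome 10, 117287797 to 117292868) rose most by the naming rule. With depth class as a term Gpnmb log2 fold change in chronic 14 d against healthy was 4.07 (adjusted p 0.0593) and its call was lost, as were those of Ctss (1.00, against 2.21 without it) and Vcan (1.22, against 1.44). Col1a1 stayed higher (1.44, SE 0.34, adjusted p 0.00962, edgeR), as did Thbs1 (1.79, SE 0.32, adjusted p 0.000989, edgeR).

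Several calls at 14 d needed single libraries. Lox (1.68, adjusted p 0.0184, edgeR) was not called without healthy replicate 1 (1.57), healthy replicate 3 (1.59) or chronic 14 d replicate 3 (1.48), and Vcan was not called without healthy replicate 3 (1.35) or chronic 14 d replicate 3 (1.26). Dbp (2.47, adjusted p 0.0350, edgeR) was called only when chronic 14 d replicate 4 was the library left out, and its log2 fold change lay between 2.16 and 2.70 without the others. The lowest values by the naming rule were those of Gm10800 (-3.56, adjusted p 0.0278, edgeR), Gm10801 (-3.41, adjusted p 0.0268, edgeR) and Gm42679 (-2.66, adjusted p 0.0130, edgeR). Gm10800 log2 fold change in chronic 14 d against healthy and Gm10801 log2 fold change in chronic 14 d against healthy were not called without healthy replicate 2 (-2.74 and -2.63) or without any of chronic 14 d replicates 2, 3 and 4 (-3.89 to -3.05), and Gm42679 was not called without chronic 14 d replicate 3 (-2.42).

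Chronic 14 d against chronic 24 h asks which changes reversed. In this comparison the number of genes higher in chronic 14 d than chronic 24 h was 1248 and the number of genes lower in chronic 14 d than chronic 24 h was 1147. Among libraries of lower depth (2 chronic 24 h and 4 chronic 14 d) 671 were higher and 778 lower. Scaling by library size alone shifted the median of all genes by 0.171 and gave 67.2% higher in place of 52.1%. Acta2 fell to 4.97 ± 2.34 CPM (SD, n = 4), a log2 fold change of -8.27 (SE 0.94, adjusted p 1.90e-06, edgeR), and Fstl3 (-5.72) and Gpr176 (-5.49) came next by the naming rule. Car3 (5.85, SE 0.85, adjusted p 3.38e-05, edgeR), Thrsp (5.50) and Cyp2e1 (4.75) rose most by that rule. Without chronic 14 d replicate 2 the chronic 14 d mean of Car3 was 436 CPM in place of 771 and that of Thrsp 40.1 CPM in place of 71.6. The chronic 24 h mean of Cyp2e1 was 1.53 CPM without chronic 24 h replicate 1 and 2.61 CPM with it. For Fstl3 the chronic 14 d mean was 1.05 CPM without chronic 14 d replicate 3 and 2.23 CPM with it.

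Of the 19 genes, 12 were lower and 6 higher at 14 d than at 24 h, the higher ones being Ntm (2.61), Mapt (2.25), Ngfr (2.16), Gfap (1.89), Ppara (2.03) and Dbp (2.85), with adjusted p from 4.76e-07 to 0.00724 (edgeR). Klf6 (-1.07, adjusted p 0.00997, edgeR) fell by less than 2-fold without chronic 24 h replicate 2 (-0.96) or chronic 14 d replicate 3 (-0.93). Ctss (-1.35, adjusted p 0.0431, edgeR) was not called without any 1 of 5 libraries, chronic 24 h replicates 1 (-1.10) and 2 (-0.97) and chronic 14 d replicates 1 (-1.34), 3 (-1.27) and 4 (-1.13). Against healthy libraries, chronic 14 d libraries still had lower Ntm (-1.97), Mapt (-2.59) and Gfap (-1.24), with adjusted p from 2.98e-05 to 0.00131 (edgeR).

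The study defines fibrogenic genes as those higher in chronic 24 h than in healthy libraries and lower again at 14 d. Here 853 of the 2095 genes (40.7%, 95% interval 38.6 to 42.8) met both criteria, and 1242 (59.3%) were not called lower at 14 d than at 24 h. A test against a 2-fold minimum moved the first count most as a ratio, leaving 215 (fibrogenic genes: higher in chronic 24 h than healthy and lower again in chronic 14 d than chronic 24 h). Of the 2095 genes, 654 (31.2%, 29.3 to 33.2) were still called higher than healthy at 14 d. Of the 1522 genes lower at chronic 24 h, 681 (44.7%) were called higher again at 14 d, and 153 (10.1%) were still called lower than healthy. Of the published list of 173 fibrogenic genes, 170 (98.3%, 95 to 99.4) were among the 853. Adjusted over the list alone, 171 of the 172 members tested were higher at chronic 24 h, against 170 adjusted over all genes tested. The study chose this list on these samples, so the first count is not independent evidence.

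Acute 24 h against healthy asks what the first day after a first injury changed. By then the number of genes higher in acute 24 h than healthy was 1765 and the number of genes lower in acute 24 h than healthy was 2353. The test against a 2-fold minimum moved the first count most as a ratio (622 genes). All libraries of both groups were of higher depth, and a fit of the higher-depth libraries alone gave 1837 higher and 2107 lower. Every acute 24 h library had 3 counts or fewer for 277 of the lower genes, and every healthy library for 97 of the higher ones. Tuba1c rose to 489 ± 45.6 CPM (SD, n = 3), a log2 fold change of 9.22 (SE 1.30, adjusted p 1.05e-05, edgeR), Timp1 to 95.5 ± 6.02 CPM (SD, n = 3; 7.22, SE 1.10, adjusted p 2.55e-05, edgeR) and Ch25h (ENSMUSG00000050370, chromosome 19, 34473778 to 34475164) to 203 ± 38.5 CPM (SD, n = 3; 6.74, SE 0.47, adjusted p 7.92e-10, edgeR). The genes lowest by the naming rule had no count in any acute 24 h library, so their folds are lower bounds, computed with 3 counts in place of 0. Akr1c14 (ENSMUSG00000033715) was at least 59.7-fold lower, Slco1b2 (ENSMUSG00000030236) at least 39-fold and Rgn (ENSMUSG00000023070) at least 25.4-fold. Without healthy replicate 4 these bounds were 26.5, 18.2 and 12.9.

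Of the 19 genes, 11 were higher, 6 lower and 2 (Ctss and Klf6) not called at acute 24 h. Acta2 rose to 234 ± 77.3 CPM (SD, n = 3), a log2 fold change of 6.22 (SE 0.88, adjusted p 1.12e-05, edgeR), and Col1a1 to 565 ± 45.8 CPM (SD, n = 3), a log2 fold change of 1.29 (SE 0.36, adjusted p 0.00755, edgeR). The call of Col1a1 was lost with the hepatocyte and macrophage scores as terms (0.91, adjusted p 0.303). Tnfrsf12a (5.60, SE 0.59, adjusted p 2.97e-07), Ankrd1 (5.73, SE 0.79, adjusted p 8.19e-06), Mmp3 (6.09, SE 0.66, adjusted p 4.38e-07) and Thbs1 (4.40, SE 0.37, adjusted p 1.28e-08) were among the higher ones (edgeR). Klf6, a zinc finger transcription factor gene (ENSMUSG00000000078, chromosome 13, 5861482 to 5870394), had 430 ± 88.2 CPM (SD, n = 4) in healthy and 470 ± 132 CPM (SD, n = 3) in acute 24 h libraries, a log2 fold change of 0.13 (SE 0.31, adjusted p 0.797, edgeR) that changed sign without acute 24 h replicate 1 (-0.05). Cdkn1a (3.78, SE 0.78, adjusted p 0.000649, edgeR) had a mean of 140 CPM in acute 24 h libraries that rested on acute 24 h replicate 2, without which it was 37.5 CPM. Ppara (-1.12, adjusted p 0.0219, edgeR) was not called without acute 24 h replicate 1 (-1.04) or 3 (-0.98), and its sign changed with the hepatocyte and macrophage scores as terms (0.11).

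**Figure D3:**
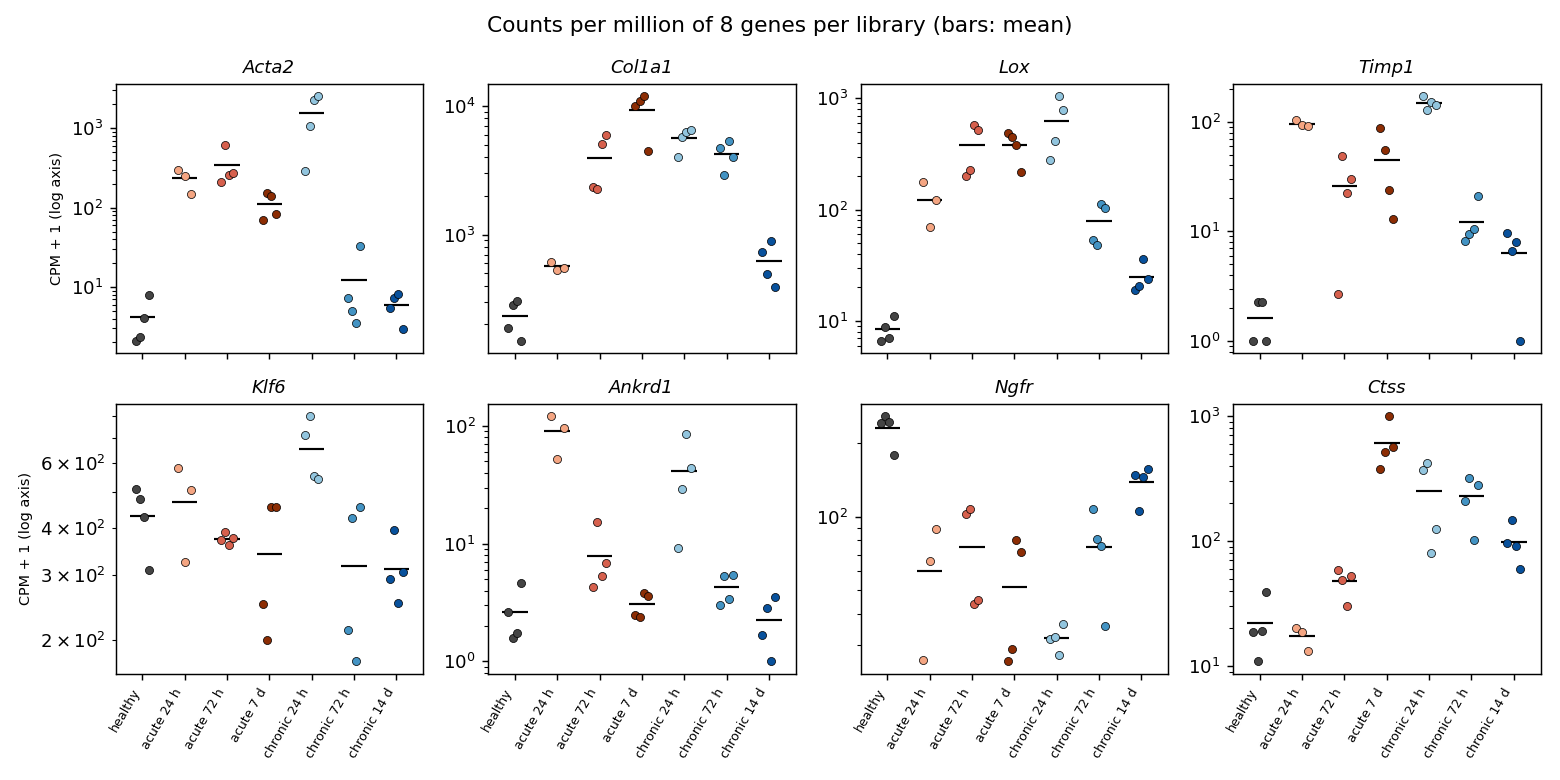
CPM plus 1 (log axis) of 8 genes in each library by group, with the group mean as a bar. Acta2 runs from a mean of 3.13 CPM in healthy to 1540 CPM in chronic 24 h libraries, and Klf6 stays between 310 and 650 CPM in all 7 group means.

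Acute 72 h and acute 7 d libraries follow the course after a single injection. At 72 h the number of genes higher in acute 72 h than healthy was 1543 and the number of genes lower in acute 72 h than healthy was 812. The higher-depth libraries alone gave 1480 and 759. Tuba1c (8.65), Acta2 (6.76) and S100a6 (5.98) rose most by the naming rule, with adjusted p from 4.28e-06 to 3.59e-05 (edgeR). Gm44220 (-4.85), 9530026P05Rik (-4.15), which lie over each other, and Angptl6 (-3.33) fell most by that rule, with adjusted p from 7.21e-07 to 7.26e-06 (edgeR). Ankrd1 (2.04, adjusted p 0.0387, edgeR) was not called without any 1 of 5 libraries, and its log2 fold change was 1.42 without acute 72 h replicate 2. The other 4 were healthy replicates 1 (2.04), 2 (1.77) and 3 (1.80) and acute 72 h replicate 4 (2.13). At 7 d the number of genes higher in acute 7 d than healthy was 1732, and the number of genes lower in acute 7 d than healthy was 1058. Higher-depth libraries alone gave 1655 and 894. Gpnmb (9.56, SE 1.07), Tuba1c (7.41, SE 1.21) and Lyz2 (6.51, SE 0.62) rose most by the naming rule, with adjusted p from 1.71e-07 to 0.000108 (edgeR). Gm10800 (-5.00), Gm10801 (-4.80) and Gm42679 (-4.06) fell most by that rule. Col1a1 reached 9360 ± 3360 CPM (SD, n = 4), a log2 fold change of 5.34 (SE 0.41, adjusted p 1.32e-08, edgeR), and Ctss reached 611 ± 266 CPM (SD, n = 4), a log2 fold change of 4.86 (SE 0.55, adjusted p 1.54e-06, edgeR) that was 0.78 with the hepatocyte and macrophage scores as terms. Because Ctss is in the pan-macrophage list, its fall to 0.78 cannot tell macrophage RNA from a change in HSCs. Dbp (2.30, adjusted p 0.0226, edgeR) was not called without healthy replicate 2 (1.99) or acute 7 d replicate 1 (1.96). Library size alone as the scaling shifted the median of all genes by 0.104 at acute 72 h, 0.103 at acute 7 d and 0.121 at chronic 72 h.

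Of the 1765 genes higher at acute 24 h, 956 (54.2%, 95% interval 51.8 to 56.5) were also higher at chronic 24 h, and these were 45.6% of the 2095. Among the alternatives listed with the methods, the share of genes higher in acute 24 h than healthy that are also higher in chronic 24 h than healthy moved most, to 41.8%, with the hepatocyte and macrophage scores as terms. With the healthy libraries divided between the comparisons it was as low as 35%. Of the 2353 lower genes, 775 (32.9%, 31.1 to 34.9) were also lower at chronic 24 h, and these were 50.9% of the 1522. Both comparisons used the same 4 healthy libraries, which alone creates a relation. In 20 simulations of unchanged groups the correlation of the log2 fold changes across genes was 0.454 on average (0.414 to 0.49), against 0.515 observed. All simulated fold changes were noise, so 0.454 does not tell how much of the observed correlation came from the shared libraries. The simulations gave 0 genes higher in both comparisons, against 956 observed, so shared libraries alone did not produce such genes. They also gave 0 genes higher in either comparison, so they cannot test the share of 54.2%. Of the 853 fibrogenic genes, 542 (63.5%, 60.3 to 66.7) were also higher at acute 24 h.

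The published fibrogenic list had a mean log2 fold change of 4.37 at chronic 24 h (172 of 172 genes higher), 2.27 at chronic 72 h (159 higher) and 1.10 at chronic 14 d (128 higher) against healthy. With genes at 3 counts or fewer in one group set to their bound, these means were 4.20, 2.10 and 1.08, and the medians were 3.80 in place of 3.99 at chronic 24 h and 0.73 in place of 0.64 at chronic 14 d. Adjusted p (camera in limma, preset correlation) was 2.16e-74, 2.43e-26 and 2.81e-09, and with the correlation estimated from the data 0.00083, 0.0164 and 0.173. In acute 24 h libraries the list had a mean of 3.07 (2.97 with bounds; 165 of 172 genes higher, adjusted p 4.33e-40, estimated correlation 0.00512, limma). Of all alternatives, the hepatocyte and macrophage scores as terms moved the fibrogenic program in acute 24 h than healthy most, to 2.53, followed by the omission of the genes that both published lists share (2.73). Of the 172 members tested, 138 were higher at acute 24 h adjusted over the list alone and 135 adjusted over all genes tested. Its mean was 2.78 at acute 72 h and 2.49 at acute 7 d. The study chose this list on the chronic 24 h, chronic 14 d and healthy libraries. The tests at chronic 24 h and chronic 14 d are therefore not independent evidence, and the others share the healthy libraries with that choice.

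The published initiatory list of 72 genes had a mean log2 fold change of 3.71 at acute 24 h (72 of 72 genes higher, adjusted p 1.97e-47, estimated correlation 0.00083, limma) and 3.37 at chronic 24 h (71 higher, adjusted p 5.40e-41, estimated correlation 0.00117, limma). Without the 39 genes shared with the fibrogenic list the initiatory program in chronic 24 h than healthy was 2.27, the largest move. All 72 members were called higher at acute 24 h and 65 at chronic 24 h, both adjusted over the list alone and adjusted over all genes tested. The list was chosen partly on the acute 24 h and healthy libraries, so the former is not independent evidence, and the latter shares the healthy libraries with that choice. At acute 72 h, acute 7 d, chronic 72 h and chronic 14 d its means were 2.21, 1.73, 1.5 and 0.95.

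Chronic 24 h against acute 24 h asks whether repeated injections gave another change than a first one at the same time after injection. The number of genes higher in chronic 24 h than acute 24 h was 2036 and the number of genes lower in chronic 24 h than acute 24 h was 573. The higher-depth libraries alone (2 chronic and 3 acute) gave 1389 and 556. Cd74 (at least 118-fold), Lyz1 (at least 148-fold) and Slco1b2 (at least 20-fold, or 13-fold without chronic 24 h replicate 1) were higher in chronic 24 h libraries and had no count in acute 24 h libraries. The call of Cd74 was lost with the hepatocyte and macrophage scores as terms. Hhip (ENSMUSG00000064325, chromosome 8, 79965851 to 80058006) was lower, with 322 ± 12.6 CPM (SD, n = 3) at acute 24 h and 11 ± 7.91 CPM (SD, n = 4; 7.01 CPM without chronic 24 h replicate 1) at chronic 24 h, a log2 fold change of -4.89 (SE 0.50, adjusted p 3.79e-07, edgeR). Cdkn1a (-4.68, adjusted p 0.000251) and Egfem1 (-4.31, adjusted p 1.81e-09) followed (edgeR). The acute 24 h mean of Cdkn1a rested on acute 24 h replicate 2, with 140 CPM with it and 37.5 CPM without it. Col1a1 was higher in chronic 24 h libraries (3.32, SE 0.41, adjusted p 4.68e-06, edgeR). Acta2 log2 fold change in chronic 24 h against acute 24 h was also above 0 (2.72, SE 0.81, adjusted p 0.0183, edgeR), but was not called without acute 24 h replicate 2 (2.78, adjusted p 0.0649), acute 24 h replicate 3 (2.48, adjusted p 0.0776) or chronic 24 h replicate 4 (2.29, adjusted p 0.0527).

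The fibrogenic list was higher at chronic 24 h than at acute 24 h by a mean of 1.30 (130 of 172 genes; adjusted p 9.30e-15, estimated correlation 0.0690, limma), so this difference was lost with the estimated correlation, and it held with fry (adjusted p 4.26e-05). The initiatory list was lower by a mean of -0.34 (26 of 72 genes higher, adjusted p 0.00266, estimated correlation 0.434, limma). That call was lost without chronic 24 h replicate 1 (-0.19, adjusted p 0.0568), and the sign changed with the hepatocyte and macrophage scores as terms (0.04). The study chose the former list on these chronic 24 h libraries and the latter partly on these acute 24 h libraries, so neither difference is independent evidence.

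Chronic 72 h against acute 7 d differed least, with 31 genes higher and 50 lower, and 1882 of 18758 genes at an unadjusted p below 0.05. The number of genes higher in chronic 72 h than acute 7 d was 9 without acute 7 d replicate 2 and 37 without acute 7 d replicate 4, and the number of genes lower in chronic 72 h than acute 7 d was 11 and 85 without the same libraries. The higher-depth libraries alone (2 chronic and 4 acute) gave 26 and 20. Dpep1 (ENSMUSG00000019278, chromosome 8, 123186242 to 123201812) was higher, with 408 ± 114 against 82.5 ± 41.5 CPM (SD, n = 4 each), a log2 fold change of 2.31 (SE 0.28, adjusted p 0.000193, edgeR), and Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) was lower (-2.59, SE 0.43, adjusted p 0.00707, edgeR). These calls held in each alternative fit that was run for single genes. Those were the other scalings, no filter, the replicate block, DESeq2, the 2 groups alone and each library left out. Depth class and the hepatocyte and macrophage scores as terms were run too. The calls of Serpina3f (3.09, adjusted p 0.0106), Fgl2 (2.35, adjusted p 0.0126) and Slit3 log2 fold change in chronic 72 h against acute 7 d (-2.72, adjusted p 0.0126) were each lost without acute 7 d replicate 1 (2.96, 2.20 and -2.51) or acute 7 d replicate 2 (2.88, 2.32 and -2.23), and that of Fgl2 also without acute 7 d replicate 3 (2.30) or chronic 72 h replicate 3 (2.0). Acta2 log2 fold change in chronic 72 h against acute 7 d (-3.29, SE 0.75, adjusted p 0.0425, edgeR) was called only when acute 7 d replicate 4 or chronic 72 h replicate 4 was the library left out, with log2 fold changes of -3.44 to -2.93 without the others. Of the 19 genes, Acta2, Lox and Vcan were called lower and 0 higher. Lists lower in chronic 72 h were pan-macrophage (-1.21, 0 of 16 higher, adjusted p 2.13e-10, limma), monocyte-derived macrophage (-1.42, 1 of 12, 2.88e-07) and collagen fibril organisation (-0.49, 7 of 30, 7.18e-07). The Kupffer cell list was not called (-0.57, 0.196), and immediate early genes were higher (0.51, 15 of 15, 8.93e-08).

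Over the 8 lists (both published lists and 6 lists of gene functions) and 9 comparisons, 46 of 72 tests passed an adjusted p of 0.05, of which 34 also passed with the estimated correlation and 43 also with fry. Quiescence genes (21) fell by 1.96 on the log2 scale at chronic 24 h (2 of 21 higher, adjusted p 3.55e-16, estimated correlation 0.00117, limma), by a mean of -1.35 at acute 24 h (2 of 21 higher, adjusted p 1.43e-08, estimated correlation 0.00978, limma) and by a mean of -0.73 at chronic 14 d (1 of 21 higher, adjusted p 5.62e-11, estimated correlation 0.00476, limma). Collagen fibril organisation genes (30) had means of 1.56 at chronic 24 h (adjusted p 1.03e-08, estimated correlation 0.0181, limma) and 1.68 at acute 7 d (adjusted p 2.97e-09, estimated correlation 0.0159, limma), and of 0.22 at acute 24 h (15 of 30 higher, adjusted p 0.402, limma), where the sign changed with the hepatocyte and macrophage scores as terms (-0.09). Collagen breakdown genes (21) had a mean of 2.79 at chronic 24 h (2.49 with bounds; adjusted p 1.98e-07, estimated correlation 0.00785, limma) and of 1.54 at chronic 14 d (adjusted p 2.25e-05, estimated correlation 0.0238, limma).

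The unfolded protein response genes (27) had means of 0.82 at chronic 24 h (23 higher, adjusted p 0.00620, estimated correlation 0.329, limma) and 0.71 at acute 24 h (20 higher, adjusted p 0.212, limma). The unfolded protein response list in acute 24 h against healthy passed the threshold without healthy replicate 4 (0.85, adjusted p 0.0446) or acute 24 h replicate 1 (0.90, adjusted p 0.0379). Targets of YAP and TAZ (24) had means of 0.72 at chronic 24 h (12 of 24 higher, adjusted p 0.342, and 0.00112 with fry, limma) and 0.56 at acute 24 h (12 of 24 higher, adjusted p 0.551, limma). Proliferation genes (26) rose at acute 72 h (mean 3.44, 26 of 26 higher, adjusted p 5.25e-22, estimated correlation 0.00720, limma) and acute 7 d (1.64, 22 higher, adjusted p 0.000326, estimated correlation 0.317, limma), and were lower in chronic 72 h than in acute 7 d libraries (-1.32, 3 higher, adjusted p 4.66e-13, estimated correlation 0.0300, limma).

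**Figure D4:**
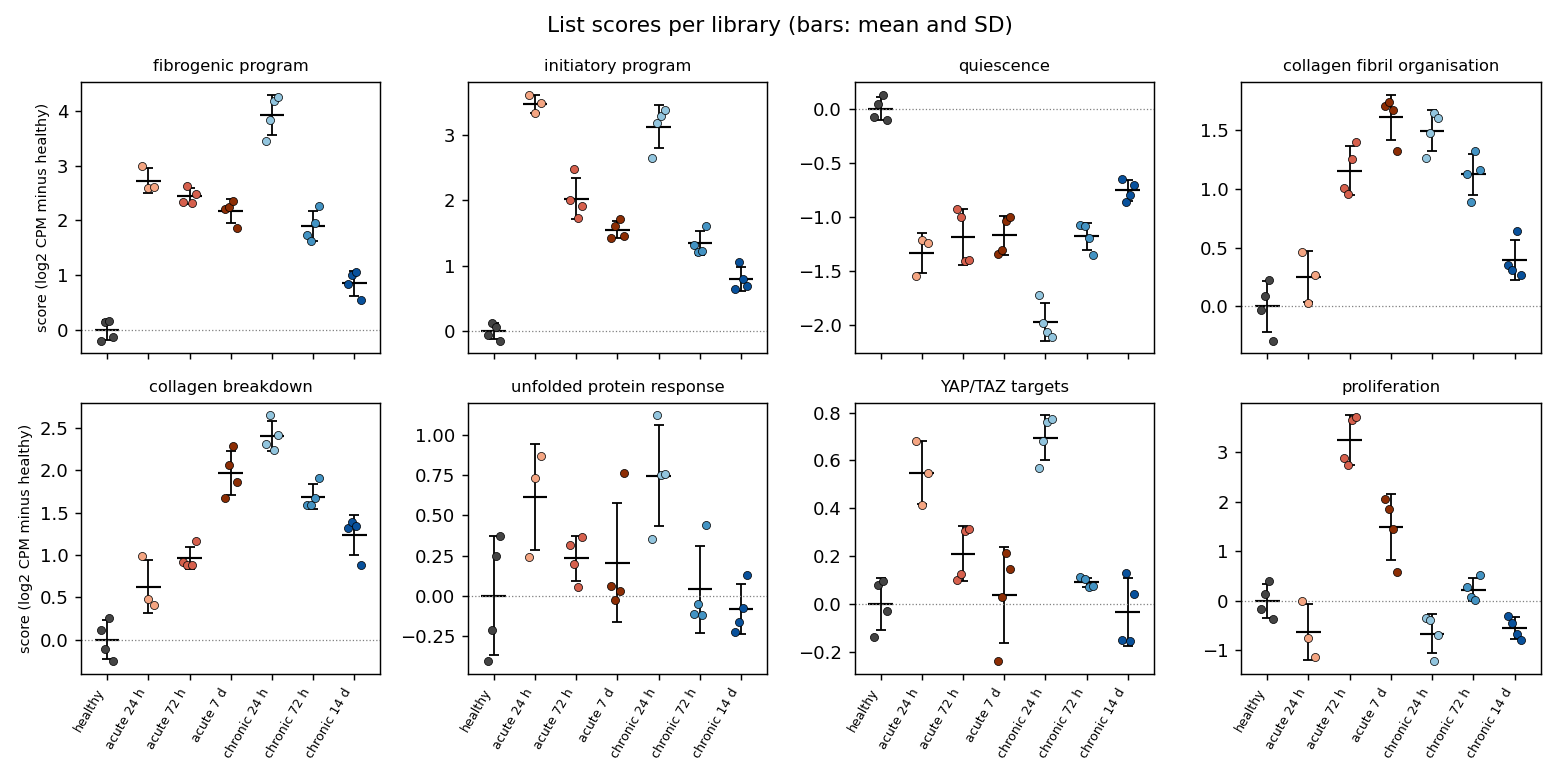
Scores of the 8 lists in each library (mean log2 CPM of the list minus its mean in healthy libraries), by group, with bars for the mean and SD. The fibrogenic program score is highest at chronic 24 h (mean 3.93), the initiatory program score at acute 24 h (mean 3.48) and the proliferation score at acute 72 h (mean 3.24).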

Values the study reported

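The study reported 796 genes higher in stellate cells after 4 weeks of CCl4 than in healthy ones. The study reported 243 genes higher after 2 weeks of recovery than in the fibrotic state. The study reported a fibrogenic set of 173 genes, with 623 remaining. The study reported 424 genes higher 24 h after a single injection and an initiatory program of 72 genes, of which 39 were shared with the fibrogenic set. The study reported 29 M reads per in vivo sample on average.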

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

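The search for single libraries far from their group and the tests of differences between lists followed rules fixed in advance, and the term for depth class was chosen after the data had been seen. Of 174 groups of 4 libraries tested for a library far from the others, 10 had one, where chance gives 8.7. Their number is therefore close to what chance gives. Of the 10, 7 were in a library numbered replicate 4, in 4 groups, and values of the same library are not independent. Whether so many in replicate 4 is beyond chance was not tested, and no technical or biological explanation was tested for the single values.

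Chronic 14 d replicate 4 had 19929 genes detected, against 21887 to 22255 in the other 3 libraries. It was the library with the lowest total, 6.31 M. A low total was not needed for so few genes. Healthy replicate 4 had 18807 genes at 12.4 M, chronic 24 h replicate 3 19563 at 12.2 M and acute 72 h replicate 3 19816 at 12 M. These libraries and chronic 14 d replicate 4 scored from 27.6 to 30.6 on the fourth principal component. Within groups that component had a correlation of -0.8 with the number of genes detected (n = 27). In acute 7 d replicate 4 the collagen fibril organisation score was 1.33, against 1.68 to 1.74, and the unfolded protein response score 0.76, against -0.03 to 0.06. The unfolded protein response score was also high in chronic 72 h replicate 4, at 0.44 against -0.12 to -0.05. The collagen breakdown score was 1.16 in acute 72 h replicate 4, against 0.89 to 0.92, and 0.88 in chronic 14 d replicate 4, against 1.32 to 1.39. Single genes stood apart in 4 libraries. Acta2 reached 621 CPM in acute 72 h replicate 2, against 212 to 275, and 32 CPM in chronic 72 h replicate 4, against 2.49 to 6.27. Thbs1 reached 1150 CPM in chronic 72 h replicate 3, against 781 to 835, and Tnfrsf12a 10.9 CPM in chronic 14 d replicate 2, against 5.58 to 5.81.

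For 5 lists the change at chronic 24 h differed from that at acute 24 h by a test of the difference. The mean log2 differences were 1.3 for the fibrogenic program (adjusted p 9.3e-15, limma), -0.34 for the initiatory program (0.00266), -0.62 for quiescence (3.05e-05), 1.35 for collagen fibril organisation (4.29e-10) and 1.93 for collagen breakdown (2.22e-09). With the estimated correlation the adjusted p was 0.0690, 0.434, 0.0445, 0.0108 and 0.00476, so the differences of the fibrogenic and initiatory programs did not pass 0.05 there, while both passed with fry (4.26e-05 and 0.0275). The study chose the fibrogenic list on these chronic 24 h libraries and the initiatory list partly on these acute 24 h libraries, and such a choice alone moves the differences in these directions, so neither is independent evidence. The chronic 24 h group holds 2 libraries of lower depth and the acute 24 h group none. A depth batch could move such differences, and with depth class as a term the initiatory program list in chronic 24 h against acute 24 h was -0.19 (adjusted p 0.065, and from 8.16e-06 to 0.446 over all alternatives, limma), no longer past the threshold. In chronic 24 h against healthy, 3900 genes were called with depth class as a term and 3617 without it. A similar total does not show that the same genes were called. The higher-depth libraries alone, given above, also kept these counts within 1.5 times. Both counts concern the change from healthy and not the differences from acute 24 h, so a batch stays open for the latter. The number of injections, the biological difference that the design names, was not separable from the age of the mice or the date of collection and stays open. Genes of other cells were also higher in chronic 24 h than in acute 24 h libraries. Means were 3.37 for hepatocyte (18 of 18 higher, adjusted p 1.99e-07, limma) and 3.29 for pan-macrophage genes (16 of 16, 3.55e-11). The liver sinusoidal endothelial cell (0.23, 0.925) and Kupffer cell lists (1.72, 0.0973) were not called. RNA of other cells therefore stays open too.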

How the results depend on the processing

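Alternatives fixed before the data were seen and alternatives chosen after the data had been seen (terms for depth class, unconfirmed genes and cell scores, fits within a depth class, the 2-fold test and the omission of isolated zeros) are given by setting. Where a result changed, the cause was not tested, unless the setting itself changes the number of genes or libraries. The omission of genes with an isolated zero, the size factors of DESeq2 in edgeR and a filter at a mean of 1 CPM kept each of the 9 pairs of counts within 1.5 times.

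Without a fold minimum, a looser threshold by construction, there were 3201 genes higher in chronic 24 h than healthy, 2617 genes lower in chronic 24 h than healthy, 1688 genes lower in chronic 72 h than healthy, 655 genes lower in chronic 14 d than healthy, 1895 genes higher in chronic 14 d than chronic 24 h, 2428 genes lower in chronic 14 d than chronic 24 h, 2915 genes higher in acute 24 h than healthy, 2451 genes higher in acute 72 h than healthy, 1653 genes lower in acute 72 h than healthy, 1988 genes lower in acute 7 d than healthy and 1373 genes lower in chronic 24 h than acute 24 h. At an adjusted p of 0.1 there were 338 genes lower in chronic 14 d than healthy, 58 genes higher in chronic 72 h than acute 7 d and 88 genes lower in chronic 72 h than acute 7 d.

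The test against a 2-fold minimum, stricter by construction, left 925 genes higher in chronic 24 h than healthy, 509 genes lower in chronic 24 h than healthy, 561 genes higher in chronic 72 h than healthy, 132 genes lower in chronic 72 h than healthy, 251 genes higher in chronic 14 d than healthy, 12 genes lower in chronic 14 d than healthy, 223 genes higher in chronic 14 d than chronic 24 h, 254 genes lower in chronic 14 d than chronic 24 h, 622 genes higher in acute 24 h than healthy, 938 genes lower in acute 24 h than healthy, 514 genes higher in acute 72 h than healthy, 128 genes lower in acute 72 h than healthy, 770 genes higher in acute 7 d than healthy, 193 genes lower in acute 7 d than healthy, 950 genes higher in chronic 24 h than acute 24 h, 105 genes lower in chronic 24 h than acute 24 h, 2 genes higher in chronic 72 h than acute 7 d and 2 genes lower in chronic 72 h than acute 7 d.

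The count of genes lower in chronic 14 d than healthy (219) was 106 with library size alone, 143 without a filter, 122 in a fit of only the 2 groups and 106 with the share of unconfirmed genes as a term, and from 106 (without chronic 14 d replicate 3) to 438 (without healthy replicate 4) over the 8 fits that each left out 1 library. The count of genes higher in chronic 14 d than healthy (854) was 427 with depth class as a term, 371 with the cell scores as terms and 500 in a fit of only the 2 groups. Chronic 14 d libraries are all of lower depth, which limits this comparison. The genes higher in chronic 14 d than chronic 24 h numbered 728 with the cell scores and 671 in the lower-depth libraries alone, which are fewer libraries.

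For chronic 72 h against acute 7 d, DESeq2 gave 94 genes higher in chronic 72 h than acute 7 d and 163 genes lower in chronic 72 h than acute 7 d. Depth class as a term gave 65 and 141. The share of unconfirmed genes as a term gave 48 higher. Without a filter 33 were lower, in the higher-depth libraries 20 and in a fit of only the 2 groups 20. Leaving out 1 library gave 9 to 37 higher and 11 to 85 lower, the lowest without acute 7 d replicate 2 and the highest without acute 7 d replicate 4.

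With the share of unconfirmed genes as a term there were 437 genes lower in chronic 72 h than healthy and 371 genes lower in acute 7 d than healthy. The cell scores as terms gave 696 genes higher in chronic 72 h than healthy, 426 genes lower in chronic 72 h than healthy, 1147 genes higher in acute 24 h than healthy, 1206 genes lower in acute 24 h than healthy, 470 genes higher in acute 7 d than healthy, 300 genes lower in acute 7 d than healthy and 1023 genes higher in chronic 24 h than acute 24 h. Pairs of random scores also moved such counts, to 1322 to 2291 and 543 to 1958 over 8 pairs for the genes lower at acute 24 h and higher at acute 7 d, so a part of these falls needs no cell source, although the cell scores moved both counts further than any of the 8 pairs did.

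The count of fibrogenic genes: higher in chronic 24 h than healthy and lower again in chronic 14 d than chronic 24 h was 853, and 1830 without a fold minimum, 215 with the 2-fold test and 669 to 969 with 1 library left out. The share of genes higher in acute 24 h than healthy that are also higher in chronic 24 h than healthy (54.2%) was 48.5% without a filter, 59.8% with depth class, 45.4% with the share of unconfirmed genes, 41.8% with the cell scores, 44.1% in fits of only the 2 groups, 59.5% without a fold minimum and 45% with the 2-fold test, and from 47.4% (without chronic 24 h replicate 4) to 57.1% (without chronic 24 h replicate 1) with 1 library left out. The fibrogenic program in acute 24 h than healthy stayed between 2.53 and 3.22, the initiatory program in chronic 24 h than healthy between 2.27 and 3.52 and the distance ratio chronic 72 h to acute 7 d between 1.03 and 1.10, each on the same side of its threshold where it has one.

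The sign changed with the cell scores as terms in Klf6 log2 fold change in acute 24 h against healthy (-0.02), Ppara log2 fold change in acute 24 h against healthy (0.11), proliferation list in chronic 14 d against healthy (0.10), collagen fibril organisation list in acute 24 h against healthy (-0.09) and initiatory program list in chronic 24 h against acute 24 h (0.04). For Klf6, leaving out 1 library gave -0.05 (without acute 24 h replicate 1) to 0.34 (without acute 24 h replicate 2). Among 50 values of single lists, 901 of 939 refits kept direction and side of the threshold, 31 were weaker, 4 stronger and 3 reversed, and 15 values changed at least once. Among 159 values of single genes, 2375 of 2507 refits did so, 3 were reversed and the others weaker, and 45 values changed at least once. After the values had been seen these counts were limited to lists and genes past the threshold and 5 others that the text prints. The 22 list values and 60 gene values left out changed sign in 38 of 413 and 36 of 949 refits and passed the threshold in 13 and 48.

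The replicate block treats equal replicate numbers as pairs, although the numbers did not pair the libraries (correlations across genes of paired differences from -0.17 to 0.15). With the replicate block there were 2056 genes higher in chronic 24 h than healthy and 1491 genes lower in chronic 24 h than healthy, 820 genes higher in chronic 14 d than healthy and 241 genes lower in chronic 14 d than healthy, 32 genes higher in chronic 72 h than acute 7 d and 40 genes lower in chronic 72 h than acute 7 d.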

Other observations

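The tests of macrophage and hepatocyte RNA and of depth class for the genes higher at 14 d were chosen after the result was seen. So were the resampling test of the range of a list, which replaced a rule based on standard errors and changed the reading for hepatocytes, the shares of genes that follow a score, which replaced tests with scores as terms, and the criterion on the median correlation of fibrogenic genes.

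In the present data the number of genes higher in chronic 24 h than healthy was 2095. The reported count is lower. The number of genes higher in chronic 14 d than chronic 24 h was 1248. The reported count is lower. Here 853 genes rose and fell again. The reported set is smaller. Genes that rose and were not called lower again numbered 1242. The reported number is lower. The number of genes higher in acute 24 h than healthy was 1765. The reported count is lower. These counts come from another test than that of the study and from thresholds that were not matched to it. The mean total was 10.6 M counts per library. The reported number of reads is higher.

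Other splits of the libraries were refitted for each result. For each of the 9 comparisons, 1 of the 35 splits, the real one, gave as many genes called. Counting only the lower genes of chronic 24 h against acute 24 h, 2 of the 35 splits did. The next highest counts were 1107 for chronic 24 h, 251 for chronic 72 h and 333 for chronic 14 d against healthy, 195 for chronic 14 d against chronic 24 h, 2493 for acute 24 h, 570 for acute 72 h and 382 for acute 7 d against healthy, 1169 for chronic 24 h against acute 24 h and 16 for chronic 72 h against acute 7 d. The p-value of the fibrogenic list at acute 24 h and that of the initiatory list at chronic 24 h were each matched by 1 of 35 splits, the real one. Of 100 drawn splits, 1 gave as many fibrogenic genes (next highest 111), and 2 of 100 as many genes higher in both acute 24 h and chronic 24 h (1366 in the split other than the real one). For the number of lists past the threshold 4 of 100 splits reached 46, with a median of 33 over the other splits, so the preset correlation gives small p-values in other splits too. With the estimated correlation 1 of 100 splits reached 34 and the others gave at most 0.

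With genes chosen on 2 healthy libraries and tested against the other 2, the mean log2 fold change of the fibrogenic genes at acute 24 h was 1.62 to 1.84 over the 6 divisions, against 1.77 to 1.95 for the same genes with the libraries they were chosen on, and 1.69 for the full set with all healthy libraries. It was lower with the other libraries in each division except that of replicates 2 and 3 (1.84 against 1.77), at most from 1.95 to 1.62, so shared controls raised it in part and do not account for all of it. The share of genes higher at acute 24 h that were also higher at chronic 24 h was 35 to 55.5% over these divisions, against 50.4 to 57.6% with shared libraries, and the correlation of the log2 fold changes across genes, which are not independent replicates, was 0.22 to 0.44.

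Depth class was weighed as a batch. With depth class as a term 748 genes were called in chronic 14 d against healthy, against 1073 without it. In chronic 24 h against healthy 3900 were called, against 3617. Both totals stayed within 1.5 times, which does not show that the same genes were called. The genes higher in chronic 14 d than healthy fell from 854 to 427, of which 314 were the same genes, so a batch may contribute to them. The term also raised the median standard error from 0.320 to 0.438, and all chronic 14 d libraries are of lower depth, which leaves the time after injury open as well. Of the 854 genes, 21.3% (18.6 to 24.2) followed the macrophage score within groups and 7.03% (5.4 to 8.95) the hepatocyte score, where 5% is chance, so RNA of these cells may also account for a part of them.

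Macrophage genes were higher at acute 7 d and in the chronic groups, and those of the monocyte-derived list already at acute 72 h. That list rose by a mean of 2.45 at acute 72 h (11 of 12 genes higher, adjusted p 0.0212, limma). It was not called at acute 24 h (0.04, adjusted p 0.953, limma), nor was the Kupffer cell list at acute 72 h (-0.61, adjusted p 0.358, limma). The pan-macrophage list was not called at acute 24 h (-0.53, 3 of 16 genes higher, adjusted p 0.357, limma) or acute 72 h (0.80, 11 of 16, adjusted p 0.0667, limma), and had means of 2.76, 2.65 and 2.05 at chronic 24 h, chronic 72 h and chronic 14 d (16 of 16 higher in each, adjusted p from 1.38e-09 to 6.64e-08, limma). In acute 7 d against healthy the pan-macrophage list rose by a mean log2 fold change of 3.86 (16 of 16 genes higher, adjusted p 9.17e-14, limma), and 8 of its 16 genes had at least 10 CPM in healthy libraries. Its 12 abundant genes rose by between 2.15 (C1qa) and 6.64 (Lyz2), a range of 4.49 where resampling gives at most 1.48 in 95% of draws. The genes thus rose unequally. This cannot exclude more macrophages of an unchanged kind, because RNA of other cells in healthy libraries can lessen the rise of single genes. The monocyte-derived score rose by 2.23 more than the Kupffer cell score (exact permutation test, two-sided p 0.0286), so a change in the kind of macrophage is a candidate explanation. At acute 72 h the former minus the latter was already above its healthy value (-0.68 against -3.17, exact permutation test, p 0.0286). Of the genes higher at acute 7 d, 19.7% (17.8 to 21.6) followed the macrophage score within groups, where 5% is chance, which suggests that macrophage RNA may account for a part of them. Ctss and Lyz2, both in the list, followed this score, and so did Gpnmb, a gene of the monocyte-derived list. Gpnmb was among the highest by the naming rule in 4 comparisons. A change in the HSCs themselves stays open.

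Of the fibrogenic program 2.33% (4 of 172, 0.637 to 5.85) followed the macrophage score within groups, and the median correlation with the score was -0.13, below the range of random lists (-0.06 to 0.07). Because the interval includes 5%, the share alone left the matter undecided, and only the median, a criterion added afterwards, argues against macrophage RNA as the source of the list.

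Hepatocyte genes were lower at acute 24 h, by a mean log2 fold change of -3.96 (0 of 18 higher, adjusted p 5.93e-07, limma), and all 18 had at least 10 CPM in healthy libraries. Alb had 361 ± 350 CPM (SD, n = 4) in healthy and 31.1 ± 41.4 CPM (SD, n = 3) in acute 24 h libraries, and 881 CPM in healthy replicate 4. Their log2 differences spanned 4.20, within the 5.52 that resampling gives in 95% of draws, and 20.2% (18.6 to 21.9) of the genes lower at acute 24 h followed the hepatocyte score within groups. Less RNA from hepatocytes in these libraries is a candidate explanation for a part of the lower genes, among them Akr1c14, Slco1b2 and Rgn, and a response of HSCs stays open.

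Hepatocyte genes were higher at chronic 14 d, by a mean log2 fold change of 2.06 against chronic 24 h (18 of 18 higher, adjusted p 4.04e-06, and 0.0121 with fry, limma) and of 1.48 against healthy (17 of 18 higher, adjusted p 2.36e-06, and 0.0383 with fry, limma). Of the 1248 genes higher in chronic 14 d than chronic 24 h, 27.7% (25.3 to 30.3) followed the hepatocyte score within groups, where 5% is chance. Car3 and Thrsp were among them and Cyp2e1 was not. RNA from hepatocytes is a candidate explanation for a part of the genes that rose, and a change in HSCs during recovery stays open. Genes of other cells rose as well, and whether the genes higher at 14 d follow them within groups was not tested. Against chronic 24 h the mean log2 fold changes were 1.71 for the liver sinusoidal endothelial cell list (16 of 16 higher, adjusted p 1.24e-07, limma), 2.06 for T and NK cell (14 of 14, 0.000234) and 2.0 for B cell genes (10 of 10, 0.000639). Against healthy they were 0.59 (14 of 16, 0.0258, but 0.269 with fry), 3.97 (14 of 14, 9.84e-10, and 3.68 with bounds) and 4.16 (10 of 10, 2.86e-09, and 3.90 with bounds). The neutrophil list had the largest mean against healthy (5.52, 9 of 9, 4.72e-08). Also called were the monocyte-derived macrophage (3.3, 9.33e-06), dendritic cell (2.82, 1.85e-05), cholangiocyte (2.01, 0.000823) and mesothelial cell and portal fibroblast lists (1.94, 0.00425). The Kupffer cell list was not called (1.2, 0.238). Against chronic 24 h none of the lists from neutrophil to Kupffer cell was called.

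The other lists of cell sources and technical effects had these mean log2 fold changes in acute 7 d against healthy (limma). Hepatocyte genes had 0.80 (15 of 18 higher, adjusted p 0.0807), Kupffer cell 2.23 (7 of 7, 0.0152), monocyte-derived macrophage 5.05 (12 of 12, 7.08e-07, and 4.41 with bounds), liver sinusoidal endothelial cell -0.12 (7 of 16, 0.307), neutrophil 5.24 (9 of 9, 7.40e-05, and 4.25 with bounds), T and NK cell 3.32 (14 of 14, 0.000195), B cell 3.54 (10 of 10, 0.000184), dendritic cell 3.08 (8 of 9, 0.00237), cholangiocyte 2.07 (8 of 8, 0.0196) and mesothelial cell and portal fibroblast genes 1.76 (7 of 9, 0.0196). Clock output genes had 1.62 (10 of 11, 0.0247), clock antiphase -0.89 (2 of 5, 0.295), immediate early -0.94 (2 of 15, 8.19e-07) and sex genes -0.25 (1 of 4, 0.394). The endothelial list had lower means against healthy libraries at other times, of -1.36 at acute 24 h (2 of 16 higher, 0.0058), -1.65 at acute 72 h (0 of 16, 2.11e-07), -1.13 at chronic 24 h (1 of 16, 0.000804) and -0.42 at chronic 72 h (2 of 16, 0.0387). With fry the last did not pass (0.272) and the others did (0.00203 to 0.0359). The neutrophil list was higher than in healthy libraries at every time, by means from 3.03 to 5.57 (adjusted p from 4.72e-08 to 0.0194). Genes with at least 10 CPM in healthy libraries numbered 4 (Kupffer cell), 2 (monocyte-derived macrophage), 15 (liver sinusoidal endothelial cell), 0 (neutrophil), 0 (T and NK cell), 1 (B cell), 4 (dendritic cell), 2 (cholangiocyte), 3 (mesothelial cell and portal fibroblast), 6 (clock output), 5 (clock antiphase), 15 (immediate early) and 3 (sex). The pan-macrophage, neutrophil, mesothelial, clock output, clock antiphase and immediate early lists each hold 1 gene that is in another list.

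Dbp was higher at chronic 14 d than at chronic 24 h. Clock output genes other than Dbp rose by 0.78 (exact permutation test, two-sided p 0.0571) and antiphase genes fell by 0.89 (exact permutation test, two-sided p 0.0286), a difference of 1.67 (exact permutation test, two-sided p 0.0286). The time of day of collection is a candidate explanation, and the time after injury stays open.

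In 316 genes a library had no count while others of its group had many. Such genes overlapped another gene in 80.8% of 313 cases, against 55.3% of genes of like expression (46.3 to 64.5), so the assignment of reads between overlapping genes may explain a part. Timp1 overlaps Syn1. Tuba1c, with 0, 1258, 5 and 784 counts in the chronic 14 d libraries, overlaps no other gene, so overlap cannot explain its counts. Whether Tuba1c shares reads with related genes elsewhere was not tested, so its large fold changes are uncertain. Acute 72 h replicates 1 and 2 differed from replicates 3 and 4 in Gm10800 (6135 and 2244 against 126 and 166 counts). They also differed in Gm42679 (1692 and 1551 against 241 and 174) and Dbp (400 and 122 against 1056 and 1296). These genes were chosen after their values were seen, and Dbp split in this way in chronic 24 h and chronic 72 h too, as given above. With the share of counts in unconfirmed genes as a term 1852 genes were called in acute 72 h against healthy, against 2355, and 1075 of the 1543 higher and 504 of the 812 lower genes were called with and without it, so such a batch is not the source of most of these calls. Of the 1058 genes lower at acute 7 d only 255 were called with the term as well, so there such a batch stays open.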
